A study of Caenorhabditis elegans with 6 samples.

How the data were processed

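RNA was profiled in 6 whole-body samples of the nematode Caenorhabditis elegans, strain N2, the standard laboratory wild type. Per the labels' protocols, hermaphrodites were kept from the last larval stage on agar with the usual bacterial food at 25 °C for 72 h. In 3 samples the agar held 10 mM caffeine and in 3 it held none. The animals were harvested on day 3 of adulthood. Per the labels, polyadenylated RNA was made into stranded libraries and read from both ends on an Illumina instrument. Groups and replicate numbers were taken from the sample titles.

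The authors deposited 1 file per library with an expected count for each WormBase gene ID, per the file headers. Expected counts are estimated numbers of reads per gene, in which a read that fits several genes is divided among them, so that values need not be whole. The deposited expected counts were not scaled by depth or gene length. The aligner, the counting program, the genome build, the annotation release and the use of strand in counting are not stated in the labels or headers. The values of overlapping and antisense genes are therefore uncertain. Between 2.40% and 2.80% of the values in a library were not whole, and 1257 of the tested genes had such a value in at least 1 library. Genes with such values can share reads with similar copies. A further check found 53 tested genes whose 6 values were all identical to those of another ID.

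The files listed 46904 gene IDs, of which 44017 were matched to a symbol through a table of gene names. Coordinates and gene types came from Ensembl release 115 of the WBcel235 assembly, which held 46817 of the IDs. Coordinates printed here refer to that assembly. They were attached by gene ID, since the build used by the authors is not stated. Each library summed to between 40417780 and 40746556 counts. Counts on IDs outside the annotation made up at most 0.00707% of a library. The totals lay so close together that depth could not separate the groups. Why the totals were so similar is not stated. Intervals given for shares of counts are exact binomial 95% intervals and cover counting error only, because reads without molecular identifiers are not independent molecules.

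The expected counts were rounded to whole numbers. Genes with low counts were removed with filterByExpr of edgeR 4.0.16 at its default settings (minimum count 10, minimum total count 15), leaving 14200 genes. Libraries were scaled with TMM factors, which ran from 0.960 to 1.07. Caffeine was compared with control by the quasi-likelihood test of edgeR in R 4.3.3, with no covariate and all 6 libraries in the fit. P-values were adjusted by the Benjamini-Hochberg method over all tested genes. A gene was called changed at an adjusted p under 0.05, and a change of at least 2-fold was an absolute log2 fold change of at least 1. The standard error of a log2 fold change was its size divided by the square root of the F statistic. Fitted fold changes of genes at 0 in one group depend on the prior count, so for these genes a lower bound against a floor of 3 counts was computed. CPM values are counts scaled to a common library total with the TMM factors applied, except for the sperm gene shares, where they were not applied.

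Lists of genes were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over 21 lists. Of these, 13 were lists of symbols (lysosomal lipases, lysosomal hydrolases and membrane proteins, V-ATPase subunits, autophagy, lipid droplet and cytosolic lipolysis, fatty acid desaturases and elongases, beta-oxidation, vitellogenins, the cyp-35 family, DAF-16-associated stress genes, oocyte and eggshell genes, sperm genes, and cuticle collagens named by phenotype). The others were symbol families (col, cyp, ugt, gst, clec, rpl with rps, his and nhr). The vitellogenin share of counts was compared by an exact two-sided permutation test, in which 3 against 3 libraries cannot give a p below 0.1. Principal components were computed on log2 CPM (prior count 2) of the 500 most variable genes.

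The groups, tests, lists and alternatives were fixed before the data were examined. So was the rule for genes named in the text. It takes the 5 largest rises and the 5 largest falls among called genes with a mean of at least 100 counts and no overlap between the groups. It adds the tested members of the lysosomal lipase, vitellogenin and cyp-35 lists, and 11 regulators of lipid and lysosome genes. From every other list it takes the member with the smallest adjusted p and the called member with the largest absolute log2 fold change. Genes named outside the rule are marked where they appear.

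The comparison script was tested on simulated counts for this comparison, drawn for 14200 genes from the means, dispersions and library sizes of the real libraries, with 200 genes changed by a known amount. Of these, 194 passed the filter and 154 were called (79.4%). The share recovered was 65.3% at a 2-fold change and 93.8% at a 4-fold change. Of 13780 unchanged genes, 14 were called.

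The alternatives were other scaling factors (median of ratios, upper quartile, or totals alone), no filter on low counts, a filter at a mean of 50 counts, DESeq2 1.42.0, limma-voom, a replicate block, and each library left out in turn. The lists were not run with upper-quartile factors, the filter at a mean of 50 counts, DESeq2 or limma-voom. Besides the remaining alternatives, they were run with the rotation test fry and with a correlation estimated per list. Figures and tests of gene order were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. A check of GC content was not made, because no genome sequence was used here.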

Results

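The transcriptomes of adult C. elegans kept with or without caffeine, a methylxanthine, were compared in 3 control and 3 caffeine libraries of whole animals. The caffeine dose was 10 mM for 72 h. The study asked how caffeine acts on the animals, with the breakdown of lipids in lysosomes as its stated interest, so genes of lysosomes and of lipid metabolism were examined beside the whole transcriptome. The libraries held between 40417780 and 40746556 counts. Between 18123 and 18574 genes had a count above 0 in a library, and between 13800 and 14277 had at least 10. The 10 most abundant genes took between 6.00% and 8.35% of the counts. Protein-coding genes took between 99.16% and 99.4%.

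Replicates were distinct libraries and resembled each other more than they resembled the other group. Across tested genes, log2 CPM correlated at r between 0.986 and 0.992 within a group and between 0.955 and 0.978 across groups. Genes are not independent replicates, so these values describe the libraries only. The first principal component held 75.05% of the variance of the 500 most variable genes and separated the groups. Control libraries scored -25.4, -41.4 and -25.1 on it, and caffeine libraries scored 16.5, 35.2 and 40.3. On all tested genes it held 66.6%. Caffeine library 1 lay nearest to the controls. The labels gave no sequencing batch or date, so no comparison within batches was made.

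Of 14200 tested genes, 3450 (24.3%) differed between caffeine and control by the edgeR quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05. Of these, 1962 were higher and 1488 lower with caffeine. At least 2-fold changes were found in 1157 genes, 843 higher and 314 lower. The 3 values of one group lay wholly above those of the other in 3439 of the called genes. Among all tested genes this held for 6284 (44.3%), where chance gives 10%. The biological coefficient of variation was 0.122. Leaving out 1 library moved the counts of higher and of lower genes most. Without caffeine library 1, 2264 genes were higher and 2512 lower. Without control library 2, 1209 were higher and 698 lower. The share of higher genes among calls was 56.9% with all libraries and 47.4% without caffeine library 1.

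**Figure D1:**
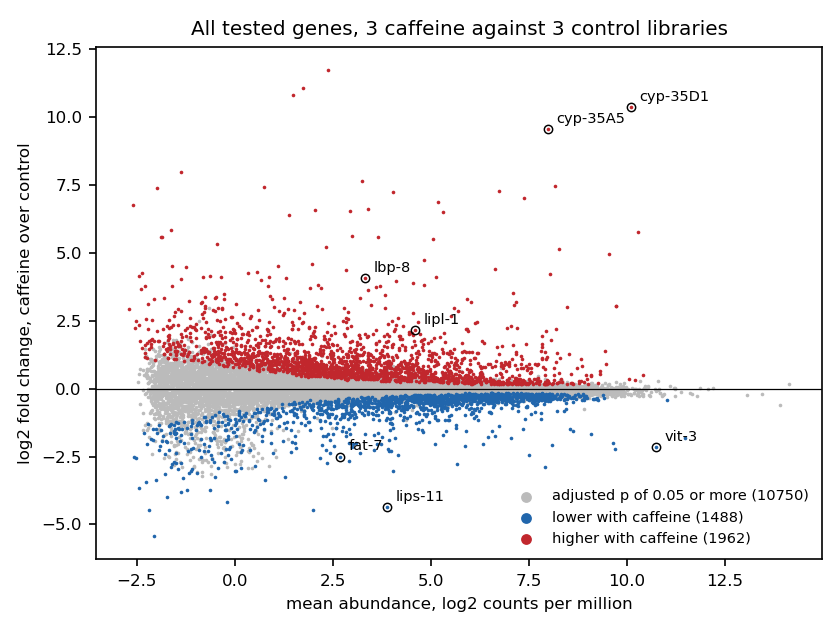
Each point is 1 of 14200 tested genes, with its mean abundance in log2 CPM on the horizontal axis and its log2 fold change of caffeine over control on the vertical axis, from 3 libraries per group. Red points mark 1962 genes that were higher and blue points 1488 genes that were lower at an adjusted p under 0.05, and the rises reached larger fold changes than the falls.

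The 5 largest rises by the fixed rule all lay on chromosome V. In 3 of them no control library had a count, so only lower bounds can be given. clec-206 (2000418 to 2004329, minus strand), a C-type lectin gene, had 225, 503 and 566 counts with caffeine and was at least 138.5-fold higher. The pseudogene WBGene00014735 (16063551 to 16064108, plus strand) had 228, 268 and 320 counts and was at least 88.2-fold higher. Y73C8C.10 (3125496 to 3127770, minus strand) had 267, 267 and 150 counts and was at least 74.2-fold higher. The cytochrome P450 gene cyp-35D1 (16069238 to 16071318, plus strand) went from 1.66 ± 0.242 to 2188 ± 266 CPM (mean ± SD, n = 3 per group), a log2 fold change of 10.36 (SE 0.17). Its adjusted p was 4.08e-08 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. The pseudogene lies 5129 bp from cyp-35D1, and its values were whole in all libraries.

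The largest falls were smaller in size. F55G11.6 on chromosome IV (12958030 to 12959594, plus strand) fell from 7.68 ± 1.82 to 0.341 ± 0.0847 CPM (mean ± SD, n = 3 per group), a log2 fold change of -4.48. The lipase-related gene lips-11 on chromosome II (1108841 to 1111001, minus strand) fell from 28.2 ± 2.04 to 1.37 ± 0.441, a log2 fold change of -4.37. Its values were not whole in 4 libraries. The other three were tsp-1 on chromosome III, Y47H10A.5 on chromosome I and B0024.4 on chromosome V, with log2 fold changes of -3.04, -2.88 and -2.78. The adjusted p of these 5 genes by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment was at most 0.000553, and each stayed past the threshold in all 14 alternatives.

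The cyp-35 family, cytochromes P450 of subfamily 35, was higher in all 9 tested members, which all lie on chromosome V. Log2 fold changes ran from 2.33 for cyp-35B1 to 10.36 for cyp-35D1, with a median of 7.0. cyp-35A5 (3936326 to 3938597, plus strand) had 33, 40 and 8 counts in control libraries and 15029, 27167 and 20704 with caffeine, a log2 fold change of 9.54 (SE 0.34). The others were cyp-35B2 at 7.65, cyp-35A3 at 7.45, cyp-35A4 at 7.0, cyp-35A1 at 5.57, cyp-35C1 at 5.15 and cyp-35A2 at 4.23. All 9 remained past the threshold under every alternative that was run. cyp-35A1 and cyp-35A2 each had values that were not whole in 1 library. cyp-35B3 had 2 counts in total and was not tested. The family took between 0.00422% and 0.00667% of counts in control libraries and between 0.375% and 0.578% with caffeine.

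Lysosomal acid lipases break down lipids inside lysosomes. Of 8 genes listed, 6 were tested, and 4 of these were higher with caffeine at an adjusted p under 0.05 over all genes. Adjusted over the list alone, 4 were higher and 1 was lower. lipl-1 (chromosome V, 12919986 to 12921692, plus strand) rose from 8.85 ± 2.16 to 39.5 ± 8.03 CPM (mean ± SD, n = 3 per group), a log2 fold change of 2.16 (SE 0.20). Its values were not whole in any of the 6 libraries, so part of its counts is uncertain. lipl-2 (chromosome V, 9791567 to 9793241, plus strand) rose from 13.9 ± 2.92 to 40.6 ± 3.78, a log2 fold change of 1.55 (SE 0.15). Adjusted p was 0.000253 for lipl-1 and 0.000337 for lipl-2 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. Both stayed past the threshold in all 14 alternatives.

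The rises of lipl-3 and lipl-4 rested on few counts. lipl-3 had 6, 3 and 3 counts in control and 10, 17 and 11 with caffeine, with a log2 fold change of 1.59. lipl-4 had 20, 21 and 27 against 46, 64 and 38, with a log2 fold change of 1.07. Their adjusted p-values of 0.0287 and 0.0305 (edgeR quasi-likelihood test, Benjamini-Hochberg) reached 0.119 and 0.108 under alternatives. With 1 library left out, lipl-3 stayed past the threshold in 2 of 6 fits and lipl-4 in 3 of 6. lipl-5, the most abundant member, was lower at 139 ± 34.8 against 191 ± 10.6 CPM, with a log2 fold change of -0.46 and an adjusted p of 0.0598 (edgeR quasi-likelihood test, Benjamini-Hochberg). Its adjusted p ran from 0.000585 without caffeine library 1 to 0.173 without caffeine library 3. lipl-7 did not differ beyond the spread between replicates (log2 fold change -0.07). lipl-6 and lipl-8 had 40 and 17 counts in total and were not tested.

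Vitellogenins, the yolk proteins, took 5.43% ± 0.199 of counts in control and 4.39% ± 0.943 in caffeine libraries (mean ± SD, n = 3 per group). An exact two-sided permutation test gave p = 0.2, where 0.1 is the smallest p possible for n = 3 per group. Among 6 genes, vit-3 (chromosome X, 3567355 to 3572549, minus strand) and vit-4 (chromosome X, 3558769 to 3563965, minus strand) were lower, with log2 fold changes of -2.16 (SE 0.33) and -1.83 (SE 0.38). Adjusted p was 0.00285 and 0.0106 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. vit-1 and vit-6 had log2 fold changes of -0.74 and -0.62 with adjusted p of 0.0593 and 0.0528 in the same edgeR quasi-likelihood test. Their adjusted p ran from 0.0331 to 0.169 and from 0.00132 to 0.138 over the alternatives. vit-2 and vit-5 did not differ beyond the spread between replicates. vit-1 to vit-5 had values that were not whole in all 6 libraries, so the division of reads between these similar genes is uncertain. Adjusted over the list alone, 4 genes were lower.

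**Figure D2:**
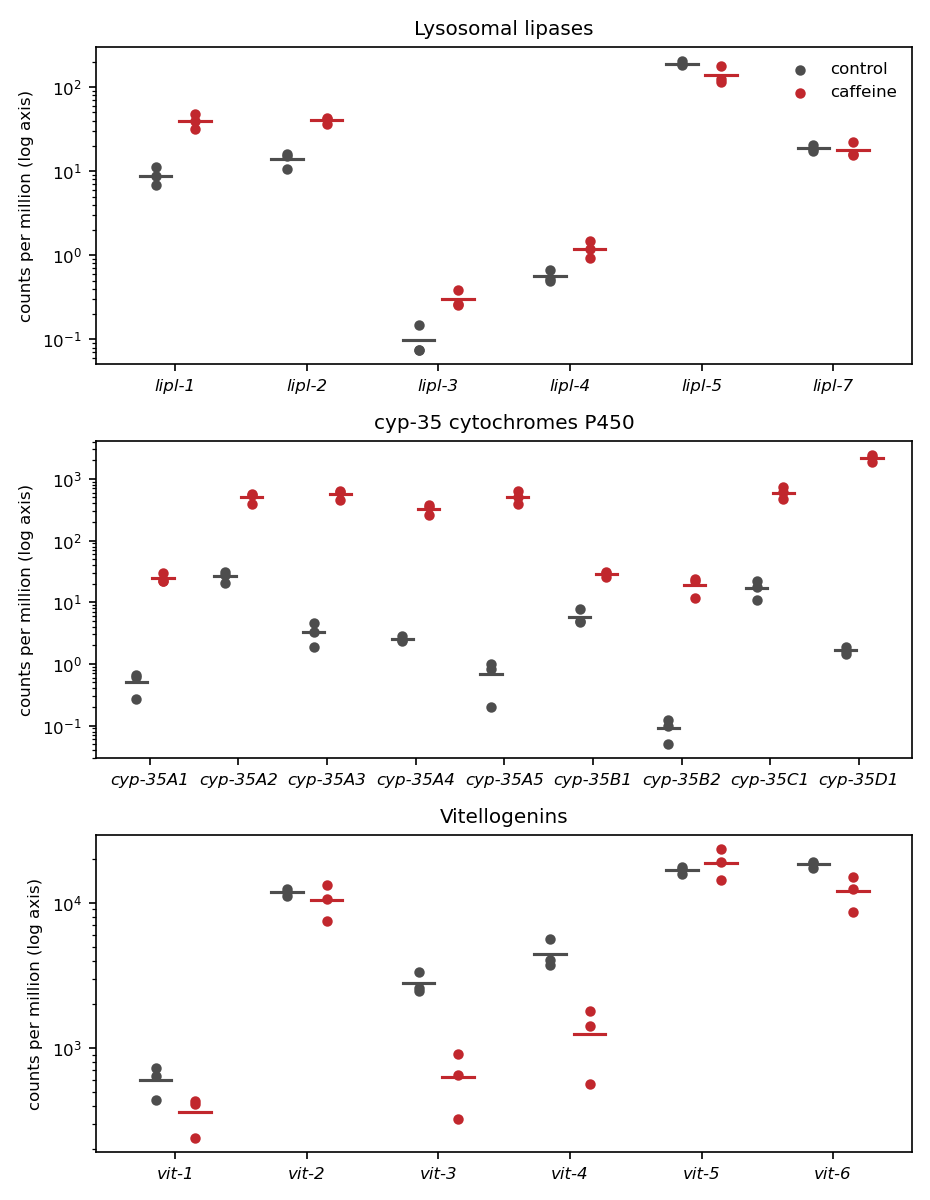
CPM of each tested member of the lysosomal lipase, cyp-35 and vitellogenin lists on log axes, where points are single libraries (3 control in grey, 3 caffeine in red) and bars are group means. The caffeine points of all 9 cyp-35 genes lie above all control points, while 4 lipases rose and vit-3 and vit-4 fell.

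Among 11 regulators of lipid and lysosome genes, 4 were called changed. The fatty acid binding protein gene lbp-8 (chromosome V, 13890773 to 13891364, plus strand) rose from 1.13 ± 0.617 to 18.9 ± 7.06 CPM (mean ± SD, n = 3 per group), a log2 fold change of 4.06 (SE 0.42). pqm-1 was lower at a log2 fold change of -0.99 (SE 0.10). These genes stayed past the threshold in all 14 alternatives. mdt-15 and skn-1 were lower by small amounts, with log2 fold changes of -0.36 and -0.31. Their adjusted p-values of 0.0152 and 0.0219 (edgeR quasi-likelihood test, Benjamini-Hochberg) reached 0.0548 and 0.0756 with 1 library left out. pha-4 had a log2 fold change of -0.57 and an adjusted p of 0.0510 in the edgeR quasi-likelihood test, which ran from 0.0171 to 0.164 over the alternatives. hlh-30, daf-16, nhr-49, nhr-80, sbp-1 and mxl-3 were not called, with log2 fold changes between -0.12 for hlh-30 and 0.40 for mxl-3. Single libraries decided 2 of these. sbp-1 reached an adjusted p of 0.0433 without caffeine library 1 and mxl-3 reached 0.0311 without caffeine library 2 (edgeR quasi-likelihood test). Over the alternatives their adjusted p-values rose to 0.993 and 0.463.

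Of 21 gene lists, 10 passed an adjusted p under 0.05 in camera at the preset correlation, 8 toward higher and 2 toward lower values. The rotation test fry called 11, of which 8 were among those 10 in the same direction, and an estimated correlation left 1, the cyp-35 family (adjusted p 0.0225). Regroupings of the 6 libraries that mixed control and caffeine gave between 5 and 12 lists in camera and at most 1 in fry. Each of them still set 2 caffeine libraries against 1 and so kept part of the difference between the groups. The camera calls below are printed with their medians and counts of members. The lysosomal lipases had a median log2 fold change of 1.31 and a camera adjusted p of 0.0168, which became 0.0829 without caffeine library 1. V-ATPase subunits, parts of proton pumps of lysosomes and of other membranes, had a median of 0.13. Of 21 members, 20 were above 0, and 9 were called higher over all genes and over the list alone. vha-6 had the largest change at 0.91. RNA values do not tell whether these rises bear on lysosomes. Fatty acid desaturases and elongases had a median of 0.22, with 6 called higher and 1 lower over all genes, and 7 and 2 adjusted over the list alone. fat-3 rose at 2.10 and fat-7 fell at -2.50. The camera adjusted p of this list, 0.00741, became 0.0715 without control library 1. The vitellogenins (median -0.68, camera adjusted p 0.0192) did not pass fry, at 0.0825.

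The remaining symbol lists other than sperm genes did not pass camera. Lysosomal hydrolases and membrane proteins had a camera adjusted p of 0.0696, with 13 genes called higher and 6 lower over all genes, and 13 and 7 adjusted over the list alone. asp-3 rose at 1.37 and cpr-3 fell at -1.56. The DAF-16-associated stress genes had an adjusted p of 0.0696, with 6 higher and 4 lower under both adjustments. ftn-1 rose at 2.67 and mtl-2 at 2.02. This list passed the threshold in 5 of the 6 fits that left out a library. Autophagy genes (0.220) had 3 genes lower over all genes and 1 adjusted over the list alone, with atg-9 at -0.50. Lipid droplet and cytosolic lipolysis genes (0.118) had 2 and 3 lower, with fil-1 at -1.26. The beta-oxidation list (0.941) had 3 higher and 3 lower under both adjustments. acdh-1 rose at 4.1, between 3.55 and 4.92 with 1 library left out, and cpt-5 rose at 1.87. Oocyte and eggshell genes (0.0573) had 1 gene lower over all genes, pgl-1 at -0.25, and 0 adjusted over the list alone. pgl-1 passed in 1 of the 6 fits that left out a library, the one without caffeine library 1. Cuticle collagens named by phenotype (0.955) had 1 higher, lon-3 at 1.66 on 5 to 27 counts per library, and 1 lower, dpy-10 at -0.65, under both adjustments. lon-3 passed in 3 of those 6 fits.

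Sperm genes had a median log2 fold change of -1.72 and a camera adjusted p of 0.00633, but both depended on single libraries. Without control library 2 the median was -0.16 and the camera adjusted p 0.0822. Without caffeine library 1 the median was -4.19 and the camera adjusted p 2.58e-05. Each of these libraries had the most sperm gene counts in its group. Leaving out either alone therefore cannot show whether 1 library carried the fall. Counts on the 43 sperm genes were 26.0 CPM before scaling in control library 1 (exact binomial 95% interval 24.5 to 27.6), 109 in control library 2 (106 to 112) and 14.6 in control library 3 (13.4 to 15.8). In caffeine libraries they were 40.9 (39.0 to 43.0), 8.76 (7.87 to 9.72) and 6.11 (5.37 to 6.92). Over all genes 1 sperm gene was called, gsp-4 at -2.59 with an adjusted p of 0.0498 (edgeR quasi-likelihood test, Benjamini-Hochberg), and 0 adjusted over the list alone. gsp-4 passed in 2 of the 6 fits that left out a library and went to -1.4 without control library 2.

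Among symbol families, glucuronosyltransferases (ugt) had 48 of 63 tested members called higher and 0 lower over all genes, and 51 and 0 adjusted over the list alone, with a median of 1.31. ugt-34 rose at 7.41 from 0, 1 and 1 counts in control to 91, 198 and 128, and ugt-41 rose at 3.30. Cytochromes P450 (cyp, which contain the cyp-35 family) had 37 of 62 members higher and 3 lower over all genes, and 42 and 4 adjusted over the list alone, with a median of 0.87. C-type lectins (clec) had 40 of 111 higher and 9 lower over all genes, and 42 and 11 adjusted over the list alone, with a median of 0.37. The clec gene with the smallest adjusted p, clec-209, rose at 3.04 under the ID WBGene00018910, and a second ID held the same values. Collagens (col) had 23 of 93 higher and 5 lower, and 24 and 5 adjusted over the list alone, with a median of 0.28. Among them were col-36 at 3.32 on 1 to 25 counts per library and col-119 at 1.54. Camera and fry passed these 4 families. Families that did not pass camera were gst (adjusted p 0.205), rpl with rps (0.118), his (0.153) and nhr (0.249). gst had 7 higher and 2 lower, and 8 and 2 adjusted over the list alone, with gst-33 at 3.29 and gst-10 at 1.45. rpl with rps had 0 of 77 called, with rpl-41.2 at 0.16 as the smallest adjusted p (0.116, edgeR quasi-likelihood test). his had 4 higher and 12 lower, and 5 and 13 adjusted over the list alone. The members named by the rule, his-2 at 3.06 and his-1 at 2.74, both rose. They rested on 4 to 49 and 8 to 93 counts per library. nhr had 35 higher and 16 lower, and 37 and 16 adjusted over the list alone, with nhr-237 at 3.01.

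**Figure D3:**
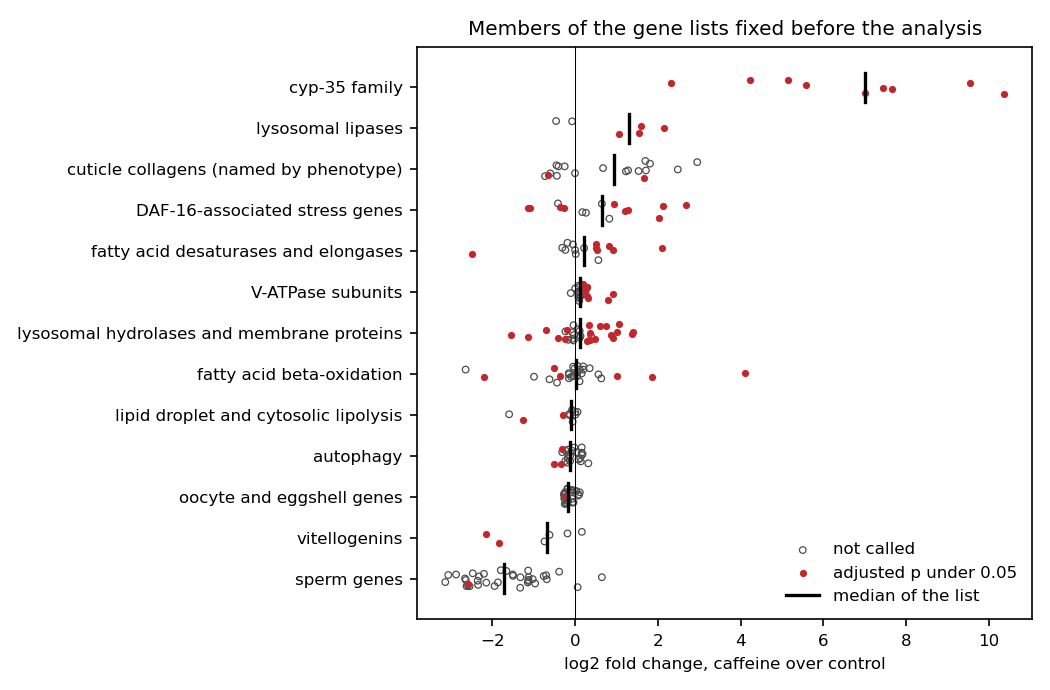
Log2 fold change of caffeine over control on the horizontal axis for the tested members of 13 symbol lists, with filled red points for an adjusted p under 0.05 over all genes, open points for the rest and black bars for list medians. The cyp-35 members lie between 2.33 and 10.36, and sperm genes, whose median depends strongly on single libraries, have a median of -1.72.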

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

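Each alternative was chosen before the data were examined. No gene called with all 6 libraries changed sign under any of the 14 alternatives. Of 66 named genes, 48 kept their direction and their side of the threshold under every alternative that tested them. Under median-of-ratios, upper-quartile and totals-only scaling, between 1911 and 2128 genes were higher and between 1267 and 1576 lower. DESeq2 gave 1987 higher and 1888 lower, and limma-voom 1944 and 1499. The filter at a mean of 50 counts left 11063 genes to test and 728 changed at least 2-fold, and 470 of the genes called otherwise were not tested under it.

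Leaving out 1 library moved the counts of higher and of lower genes most. Across the 6 fits, between 1209 and 2264 genes were higher, between 698 and 2512 lower, and between 877 and 1372 changed at least 2-fold. The low end came without control library 2 and the high end without caffeine library 1. Fewer libraries explain lower counts in 5 of the fits, but not the rise without caffeine library 1. The first principal component held 75.05% of the variance of the 500 most variable genes and 66.6% on all tested genes. With 1 library left out, it held between 70.1% and 82.0% on the 500 most variable genes. It kept the groups apart in each case.

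The genes that changed sign were all uncalled with 6 libraries. With 1 library left out, log2 fold changes ran from -0.25 to 0.022 for lipl-7, from -0.39 to 0.0078 for vit-2, from -0.017 to 0.33 for vit-5, from -0.0049 to 0.073 for daf-16 and from -0.20 to 0.066 for sbp-1. sbp-1 was at 0.0016 with upper-quartile factors and at 0.0121 with totals alone. The cause was not tested.

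The gene lists depended most on how correlation between genes was treated. With an estimated correlation, camera adjusted p was 0.179 for lysosomal lipases, 0.373 for V-ATPase subunits, 0.179 for desaturases and elongases, 0.556 for vitellogenins, 0.736 for sperm genes, 0.429 for col, 0.0752 for cyp, 0.127 for ugt and 0.0752 for clec. With fry the adjusted p was 0.0121 for lysosomal hydrolases, 0.00584 for lipid droplet genes, 0.0825 for vitellogenins, 0.0406 for DAF-16-associated genes and 0.30 for sperm genes. Without a filter the camera adjusted p was 0.0221 for hydrolases, 0.0136 for DAF-16-associated genes, 0.0221 for oocyte genes and 0.0455 for gst. With totals alone it was 0.0355 for DAF-16-associated genes and 0.0355 for oocyte genes. The cause was not tested.

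With 1 library left out, camera adjusted p ran from 0.00742 to 0.0829 for lysosomal lipases, from 0.0275 to 0.190 for hydrolases, from 0.000277 to 0.0715 for desaturases and elongases, from 0.421 to 0.986 for beta-oxidation, from 0.00850 to 0.131 for DAF-16-associated genes, from 0.000232 to 0.240 for oocyte genes, from 2.58e-05 to 0.0822 for sperm genes, from 0.292 to 0.846 for cuticle collagens and from 0.000232 to 0.559 for rpl with rps. The cause was not tested.

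The difference in vitellogenin share, -1.03 percentage points with all libraries, was -1.08 after leaving out the 10 other genes with the most counts, and it ran from -1.46 without caffeine library 1 to -0.525 without caffeine library 2.

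After group means were removed, the highest correlation across groups, 0.433, was between control library 2 and caffeine library 1. Libraries of the same number correlated at -0.183, -0.155 and 0.249, so the replicate numbers gave no sign of pairing the samples. With the number as a block, 1496 genes were higher, 1074 lower and 1002 changed at least 2-fold, and 2498 of the genes called without it were kept. The DAF-16-associated genes had a camera adjusted p of 0.000345, and an exact sign-flip test of the vitellogenin share gave p = 0.5. Fits to TPM or FPKM values, with their pseudocounts and filters, were not run, because expected counts were used here.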

Other observations

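Some tests below were chosen only after the result was seen, namely those of upstream genes, of matching by chromosome, of the clec-209 locus counted once, of scaling for caffeine library 1, of the sperm genes and of the 3 pseudogenes beside cyp-35D1. The others were written down before the value that each measures was seen.

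In 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, as many genes were called changed, and the same number, 1, held for higher genes, for lower genes and for at least 2-fold changes. The other 9 splits gave 0 calls each, with between 105 and 853 genes at an unadjusted p under 0.05 against 5535 in the real split. For gene lists, 4 of the 10 splits gave as many in camera, and 1 of the 10 in fry. Each of the other 9 splits sets 2 caffeine libraries against 1. Part of the difference between the groups is kept, and it also widens the spread within each side. Neither their lists nor their 0 gene calls are therefore a measure of chance. With 10 splits the share cannot fall under 0.1, so regrouping alone cannot exclude chance. Gene length was weighed as a source of the calls. After each library's trend with exon length was removed, 91.3% of the calls stayed in the same direction, which argues against length as the whole cause.

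Caffeine library 1 lay nearer to the controls than the other caffeine libraries. It was the lowest of the 3 in 60.4% of the 1962 higher genes and the highest in 56.2% of the 1488 lower genes. A wrong scaling factor would move both kinds of genes the same way, so these values argue against it. A share of unexposed worms was estimated at 26.6% (interquartile range 15.1% to 35.5%) from 53 called genes that rose at least 8-fold with a mean of at least 100 counts, but at 1.75% (-3.26% to 8.14%) from 32 called genes that fell at least 4-fold with the same minimum. The ranges did not overlap, which argues against such a share as the only cause. A weaker response to caffeine in that sample was not tested and stays open. Caffeine library 1 also correlated with control library 2 at 0.433 after group means were removed, and the reason was not tested.

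Sperm genes differed between libraries of the same group, by 7.51-fold within control and 7.12-fold within caffeine in CPM with the TMM factors applied, while the largest ratio of scaling factors was 1.11. Scaling therefore cannot account for the difference. An exact permutation test between the groups gave p = 0.3, where 0.1 is the smallest possible, so an effect of caffeine stays open. The lower median of the list with caffeine, -1.72, became -0.16 without control library 2 but -4.19 without caffeine library 1. Each of these libraries had the most sperm gene counts in its group, so whether 1 library carried the fall stays open. Larvae among the adults could bring sperm genes. The cuticle collagens named by phenotype deviated by 0.46 in caffeine library 1 but by -0.23 in control library 2, and with members that move both ways this leaves larvae open.

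The fall of vit-3 and vit-4 might reflect reads divided among similar copies. Together they lost 5377 CPM while vit-5 gained 2054, or 38.2% of the loss. The sum of vit-3, vit-4 and vit-5 was 24156 ± 2307 CPM in control and 20832 ± 5363 in caffeine libraries (mean ± SD, n = 3 per group), with p = 0.4 in an exact permutation test. A shift of reads between copies and a fall of both genes cannot be told apart, because the spread between libraries is too wide. Among lysosomal lipases, the 4 tested members other than lipl-1 and lipl-2 had a median of 0.50. They moved both ways, so whether the list rose beyond a few members stays open.

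Near cyp-35D1, 3 pseudogenes also rose (WBGene00008827 and WBGene00008828 were picked after their values were seen). If their counts were misplaced reads of cyp-35D1, they might be a fixed share of its counts. The shares in the caffeine libraries were 0.311%, 0.258% and 0.341% for WBGene00014735, 0.115%, 0.178% and 0.258% for WBGene00008827, and 0.0205%, 0.0424% and 0.0224% for WBGene00008828. Chi-square p was 0.00309, 1.23e-10 and 0.00885. These tests set single libraries against counting noise alone. In control libraries, where cyp-35D1 had 77, 65 and 57 counts, WBGene00008827 had 5, 8 and 8, more than such shares would give. WBGene00014735 had 0 in each, and WBGene00008828 had 0, 0 and 3. A fixed share therefore cannot account for the few control counts of WBGene00008827. For the rises with caffeine, misplaced reads and transcription of the pseudogenes cannot be told apart. The gene nhr-176 (picked after its values were seen), 6 bp downstream of cyp-35D1, had a log2 fold change of 0.39.

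Genes that rose at least 2-fold lay next to each other more often than in shuffled gene orders, with 185 adjacent pairs against a mean of 67.6 (2.74 times, permutation p = 0.0001, the smallest that 10000 shuffles can give). Genes that fell at least 2-fold did so too, with 26 adjacent pairs against a mean of 7.2 (3.61 times, permutation p = 0.0001). For the rises the ratio was 2.61 among genes with whole values, 2.88 among pairs that do not overlap and 3.18 outside chromosome V. These ratios argue against shared reads, overlap and that chromosome as the whole cause of the adjacent rises. Chromosome V held the highest share of such rises, 12.5% of its tested genes. Neighbours were examined around the same 53 genes that rose at least 8-fold with a mean of at least 100 counts. In the 46 of them with a neighbour on both sides that did not overlap, the nearest downstream gene did not exceed the upstream one (mean difference -0.186, sign-flip permutation p = 0.613), which leaves read-through past the gene end open. Some of the 46 genes are each other's neighbours or share a neighbour, so this p treats dependent differences as independent.

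The 48 upstream genes outside those 53 had a median of 0.40 against 0.08 in random lists matched on chromosome and mean count (permutation p = 0.0019). Of these, 3 also lay downstream of another of the 53 genes, and clec-209, present under 2 IDs, brought in both copies of its neighbour irld-35. In the 44 upstream genes left without the 3 and with that locus counted once, the median was 0.34 against 0.07 (permutation p = 0.011). These 44 were chosen to lie where read-through past the ends of the 53 genes would not reach. The permutation p therefore shows that they rose but is no test of read-through. The 34 neighbours from another gene family, also outside the 53, had a median of 0.34 against 0.06 in random lists matched on mean count (permutation p = 0.0115), and matched on chromosome as well the permutation p was 0.032. With the clec-209 locus counted once, these became 0.0287 and 0.0697 for 33 neighbours with a median of 0.28. Whether tandem copies of one family, or the chromosome the genes lie on, account for the rises beside strong rises therefore stays open. Regulation shared by neighbouring genes may also contribute and was not tested apart from them. An example picked after values were seen is cyp-35C1 with lbp-8 at 5298 bp, while sptl-3, 247 bp away and between them, moved by 0.22 (adjusted p 0.0576, edgeR quasi-likelihood test).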
